A study of Mus musculus with 5 samples. Its data were reported in "Setdb1-mediated H3K9 methylation is enriched on the inactive X and plays a role in its epigenetic silencing" (2016).

How the data were processed

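DNA methylation was measured by enhanced reduced representation bisulphite sequencing (eRRBS), in which DNA is cut with the restriction enzyme MspI, converted with bisulphite and sequenced, so that mostly CpG-rich fragments are read. The cells were female mouse embryonic fibroblasts (MEFs) from crosses of dams of 129/C57 stock with castaneus sires. All carried an Xist deletion (deltaA) on the maternal domesticus X, which by this design stays active (Xa), while the paternal castaneus X is the inactive one (Xi). Whether this held in every cell was not measured. The groups were taken from the sample labels. The Female control group held 3 libraries that were wild type for Setdb1 and transduced with a nonsilencing short hairpin RNA. The Setdb1 depleted group held 2 libraries that were heterozygous for a Setdb1 gene trap and transduced with a hairpin against Setdb1, so genotype and hairpin differed together.

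The authors trimmed single-end dark-cycle reads with TrimGalore, aligned them with Bismark to mm10 with strain differences masked, left out bases at both read ends, split the reads into domesticus and castaneus with SNPsplit without C/T differences, and called CpGs with the Bismark methylation extractor (version 0.13.0 per the file headers). The deposited values are methylation calls: each line gives the call of 1 CpG by 1 read, methylated or unmethylated, with no normalisation and no coverage filter. Whether PCR duplicates were removed is not stated. Calls from reads marked by the sequencer's filter made up 5.34 to 5.66% of the calls of each set and were kept in the main analysis. The calls were on autosomes and the X. Which of the allele files held the maternal genome was tested at imprinted genes.

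Calls were summed per position and allele for each library, and % mC was the methylated share of the calls. Positions were used when every library had more than 20 calls on the allele, the minimum given in the methods of the study. The calls were set against mm10 (GRCm38) and the GENCODE M21 annotation, and 98.8% of called positions and 99.8% of calls lay at reference CpGs. CpG islands were found in the repeat-masked reference with a running score of 17 per CpG and a penalty of 1 per other base, and were kept at lengths from 200 bp, GC shares from 0.5 and observed to expected CpG ratios from 0.6. This gave 16208 islands, 469 of them on the X. The list differs from the Seqmonk list of the study. A stricter list (500 bp, 0.55 and 0.65) held 8716 islands. An island entered the per-island tests with at least 3 called positions and more than 20 calls on the allele in every library.

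Libraries, not CpGs, were the replicates. Group means over positions were compared by a two-sided exact permutation test of the library labels, with 10 labellings and a smallest possible p of 0.1. The Xi and Xa of the same libraries were compared by a two-sided exact sign-flip permutation test with 32 sign patterns, whose smallest p is 0.0625. Counts of positions and islands past the threshold came from a quasi-binomial logistic model of the methylated and unmethylated calls, with the dispersion moderated by limma 3.58.1 (R 4.3.3) and not allowed under 1, and Benjamini-Hochberg adjustment within each set at 0.05. The dispersion prior was estimated on features with at least 5 expected methylated and unmethylated calls per library. Xi islands were tested as a set with limma's fry and camera on log2((mC + 0.5)/(C + 0.5)). Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and minimap2 2.31 for copies of an island elsewhere in the reference (at least 100 bp and 90% identity).

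The model was tested on simulated calls drawn at the depth of the libraries, 20 data sets for each of 4 amounts of extra spread between libraries (intra-library correlation 0, 0.002, 0.01 and 0.03), with changed features shifted by 1.5 on the logit scale. A first version, with the dispersion prior estimated on all features, had been applied to the libraries before its result on simulated calls was known. In simulated autosomal castaneus islands with no change it called a mean of 39.5 of 7187 islands at a correlation of 0.01 and 50.1 at 0.03. It was replaced by 1 of 7 ways compared on simulated calls alone, chosen because false calls stayed near the nominal share (at most 5.63% on average), and is kept as an alternative. The version used called at most 2 features in a data set with no change. It recovered 90.5% of 21 changed Xi islands at a correlation of 0.01 and 48.6% at 0.03. limma recovered 93.6% and 51.4% of them. Of 132 changed autosomal islands the model recovered 29.2% and 3.75% at those correlations, and limma 0%. For Xi positions, 73.0% and 44.0% were recovered. The simulated shift is larger than the mean change on the Xi in the libraries, and than those at the 2 Xi islands past the threshold. These shares therefore do not give the power for Xi changes of the observed size. In 100 simulated data sets, fry called the Xi set in 8 with no change and in 100 with a lower level, and camera in 0 and 100. Islands were drawn independently of each other there, at a correlation of 0.01 within libraries only. A shift shared by the islands of a library was not simulated, so these counts do not show how either test behaves under such a shift.

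The groups, the tests, the coverage minimum, the named genes and most alternatives were fixed before the data were examined. The alternatives were coverage minimums of 5, 10 and 40 calls, pooled calls, a log2 scale, merged strands, the stricter islands, other ways of choosing methylated islands, limma, Fisher's exact test on pooled calls, another prior count, a replicate block and the removal of each library. Those added later were reads passing the sequencer's filter only, positions with a stable castaneus share of calls (within 20 points among libraries), positions with a share between 25 and 75%, and the first version of the model. The exact permutation test of the Xi island set, the share of islands without overlap in each labelling and the search for island copies were also added later, and a lower identity minimum of 80% was added after the result at 90% had been seen, because the island at 1700030C10Rik had diverged copies.

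Islands were named in the text when they were past the threshold on the Xi and their libraries did not overlap between the groups, together with imprinted genes (Snrpn, Peg3, Kcnq1ot1, Mest, Plagl1, Airn, Peg10, Nnat, Zrsr1, Impact, Nap1l5, Grb10 and the region 1.5 to 5 kb upstream of H19), islands within 1 kb of the start of Xist, Rhox genes, Kdm6a, Kdm5c, Eif2s3x, Ddx3x and Pbdc1, and Setdb1. Library depth was 9440874 to 10558931 calls per allele. Wilson 95% intervals and the limits set by a count of 0 (3 calls of the total) cover counting error only, since reads amplified by PCR without molecular identifiers are not independent molecules. In 20 comparisons of library pairs the mean squared standardised difference ranged from 2.51 to 3.97, where 1 is expected of the same library read in parts, so no pair looked like a repeated library. These values do not bear on biological differences between the libraries.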

Results

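Allele-resolved CpG methylation was recorded by eRRBS in 5 libraries of female MEFs, 3 Female control and 2 Setdb1 depleted. The design asks whether depletion of Setdb1, an H3K9 methyltransferase, changes CpG methylation (mC) on the Xi, with the Xa and both autosomal alleles measured in the same libraries as background. Each library held 9440874 to 10558931 CpG calls per allele from 3143342 to 3513740 reads. These calls fell on 430777 to 551062 positions per library and allele, of which 154414 to 170202 had more than 20 calls. The castaneus share of X calls was 43.2% ± 1.94 (SD, n = 3) in controls and 44.3% ± 0.319 (SD, n = 2) in depleted libraries. With 3 and 2 libraries, the smallest p that an exact permutation of the labels can give is 0.1.

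The parental origin of the alleles was examined at genes methylated on the maternal copy. The island at Zrsr1 (chromosome 11, 22971975 to 22972993, exonic, 583 to 995 calls) had 95.2% ± 2.01 mC (SD, n = 3) on the domesticus and 3.12% ± 2.06 on the castaneus allele in controls. In depleted libraries it had 95.9% ± 2.20 (SD, n = 2) and 1.79% ± 0.833. The island at Impact (chromosome 18, 12973117 to 12974420, exon and UTR, 254 to 525 calls) had 94.0% ± 1.67 (SD, n = 3) on the domesticus and 4.23% ± 4.27 on the castaneus allele in controls, and 94.9% ± 6.86 (SD, n = 2) and 1.46% ± 2.06 in depleted libraries. At Kcnq1ot1 (chromosome 7, 143295405 to 143295824, exonic) the castaneus allele had 0% mC in 515 to 621 calls per library, which allows up to 0.583% in the shallowest library, and the domesticus allele had at most 28 calls. Low values on both alleles were found at the covered islands of Plagl1 (chromosome 10, 13060922 to 13061266, intronic), with 6.81% ± 0.304 (SD, n = 3) domesticus and 3.17% ± 0.813 castaneus mC in controls, and of Grb10 (chromosome 11, 12036490 to 12037889, exon and UTR), with 0.515% ± 0.0586 (SD, n = 3) and 2.77% ± 1.82. In depleted libraries Plagl1 had 4.27% ± 0.833 (SD, n = 2) domesticus and 3.95% ± 0.308 castaneus mC. Grb10 had 0.277% ± 0.106 (SD, n = 2) domesticus mC and 0% castaneus mC, the latter in 181 and 108 calls. The libraries of the groups overlapped only on the castaneus allele of Plagl1. Both genes have a further island that could not be assessed, at Plagl1 (13090533 to 13091299) with at most 3 calls and at Grb10 (12025555 to 12026580) with 0. The low values at the covered islands therefore do not show that these genes lack methylation of the maternal copy. Mest, Airn and Peg3 had few calls, Snrpn, Peg10, Nnat and Nap1l5 had none, and the H19 region had at most 4 calls, so the paternally methylated region could not be assessed.

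Xi and Xa were compared over 314 island positions in 46 islands with more than 20 calls on both alleles. In controls, mC was 42.3% ± 1.70 (SD, n = 3) on the Xi and 9.56% ± 0.0592 on the Xa. In depleted libraries it was 37.9% ± 3.13 (SD, n = 2) on the Xi and 9.45% ± 0.0162 on the Xa. The Xi was higher in 5 of 5 libraries, by a mean of 31.0 percentage points (two-sided exact sign-flip permutation test, p = 0.0625, the smallest these libraries allow). In the 3 controls alone the exact p was 0.25, again the smallest possible. A coverage minimum of 40 calls moved this difference most, to 9.84 points over the 35 positions left.

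On the Xi, island mC was lower after Setdb1 depletion. Over 623 positions in 81 islands, with medians of 39 to 51 calls per position, it was 40.003% ± 1.497 (SD, n = 3) in controls and 34.7% ± 3.41 (SD, n = 2) in depleted libraries. The difference was -5.30 percentage points, and the libraries of the groups did not overlap (two-sided exact permutation test, p = 0.1, the smallest possible with 3 and 2 libraries). The values were 41.7, 39.4 and 38.9% in the controls and 32.3 and 37.1% in the depleted libraries. The size of the difference depended on which depleted library was used: it was -3.05 points without depleted replicate 1 and -7.66 points without depleted replicate 2, the latter the largest move in points under any alternative.

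Island mC on the Xa moved much less. Over 894 positions in 93 islands it was 10.3% ± 0.0477 (SD, n = 3) in controls and 10.1% ± 0.0127 (SD, n = 2) in depleted libraries, a difference of -0.240 points (two-sided exact permutation test, p = 0.1). The difference was -0.798 points with calls pooled over positions, and the direction was reversed on the log2 scale (0.05). That scale is the median over positions of log2((mC + 1)/(C + 1)). Where no call is methylated it depends on the number of calls alone, so its reversal need not be one of mC. The allele difference of the depletion effect was tested directly over the positions covered on both alleles. Xi minus Xa was 32.8 points ± 1.66 (SD, n = 3) in controls and 28.4 points ± 3.14 (SD, n = 2) in depleted libraries, a change of -4.36 points (two-sided exact permutation test, p = 0.1). Without depleted replicate 1 this change was -2.28 points, and with calls pooled over positions it was -2.92 points with overlapping libraries (exact permutation p = 0.6).

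**Figure D1:**
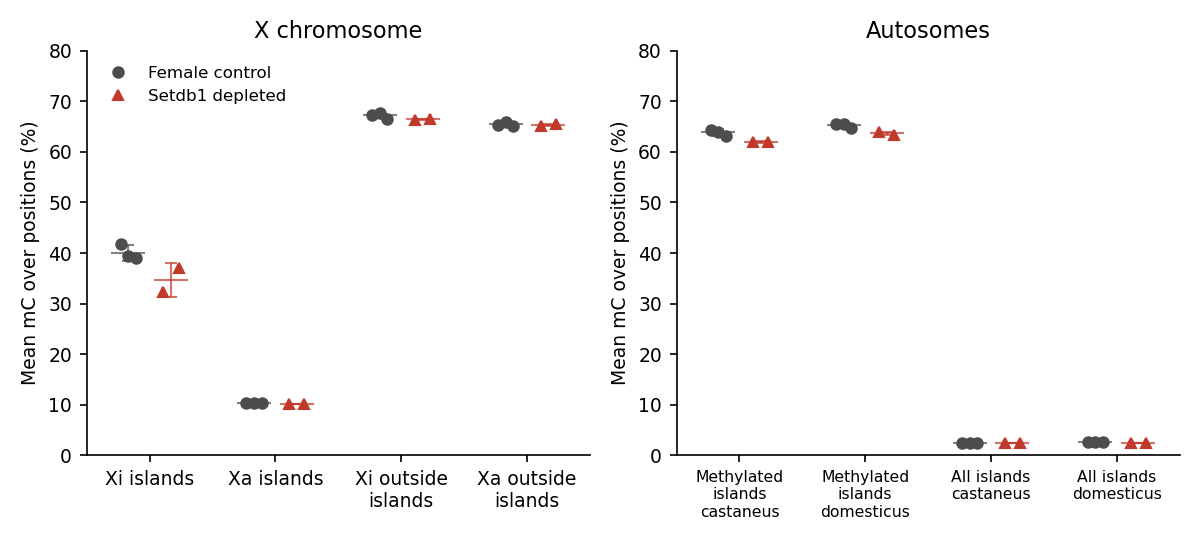
Mean mC (%) over CpG positions for each library, on the X (left) and on autosomes (right). Points are libraries, horizontal bars are group means and error bars are SDs (3 Female control, 2 Setdb1 depleted). On the Xi the depleted libraries sit at 32.3 and 37.1%, below the 3 controls at 38.9 to 41.7%.

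Outside islands, Xi mC was 67.2% ± 0.576 (SD, n = 3) in controls and 66.4% ± 0.127 (SD, n = 2) in depleted libraries over 1013 positions. The libraries of the groups did not overlap, but the difference of -0.773 points was not the largest among the labellings (two-sided exact permutation test, p = 0.2), and it was -0.431 points without control replicate 2 and -1.40 points with the stricter islands. Xa mC outside islands was 65.5% ± 0.427 (SD, n = 3) and 65.3% ± 0.253 (SD, n = 2) over 1365 positions, a difference of -0.129 points with overlapping libraries (exact permutation p = 0.9). That direction was not stable: it was 0.0507 points at a minimum of 10 calls and 0.0119 points without control replicate 2, and it was -0.948 points at a minimum of 40 calls and -0.352, -0.326 and -0.0175 points without depleted replicate 2, control replicate 3 and depleted replicate 1.

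Autosomal islands had low mC on both alleles. On the castaneus allele it was 2.50% ± 0.0421 (SD, n = 3) in controls and 2.36% ± 0.0020 (SD, n = 2) in depleted libraries over 77172 positions in 6526 islands, a difference of -0.139 points (two-sided exact permutation test, p = 0.1). On the domesticus allele it was 2.60% ± 0.0257 (SD, n = 3) and 2.46% ± 0.0198 (SD, n = 2) over 71967 positions in 6174 islands, also a difference of -0.139 points (exact permutation p = 0.1). On the log2 scale both directions were reversed, at 0.01 and 0.04. With so little mC this scale again depends on the number of calls, so a reversal of mC is not shown. Outside islands, castaneus mC was 59.0% ± 0.485 (SD, n = 3) in controls and 59.2% ± 0.468 (SD, n = 2) in depleted libraries over 53788 positions, and domesticus mC was 59.4% ± 0.529 (SD, n = 3) and 59.6% ± 0.394 (SD, n = 2) over 53534 positions. These differences of 0.181 and 0.190 points were within the spread of the libraries (exact permutation p = 0.7 and 0.8). They reversed without control replicate 3, to -0.0514 and -0.0395 points, and without depleted replicate 2, to -0.157 and -0.0682 points, and rose without control replicate 2, to 0.422 and 0.475 points, and without depleted replicate 1, to 0.534 and 0.475 points.

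Island positions on autosomes with more than 20% mC, as the mean of the group means, were examined separately. On the castaneus allele (2167 positions in 425 islands) mC was 63.8% ± 0.628 (SD, n = 3) in controls and 62.0% ± 0.119 (SD, n = 2) in depleted libraries, a difference of -1.88 points (two-sided exact permutation test, p = 0.1). On the domesticus allele (2064 positions in 379 islands) it was 65.3% ± 0.468 (SD, n = 3) and 63.7% ± 0.312 (SD, n = 2), a difference of -1.59 points (exact permutation p = 0.1). The way of choosing positions moved these differences most. When chosen on the depleted mean they were -0.761 and -0.411 points, and on the control mean -3.00 and -2.95 points. A single depleted library also moved them: without depleted replicate 1 the castaneus difference was -1.16 points, and without depleted replicate 2 the domesticus difference was -0.858 points.

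Single positions and islands on the Xi were then tested with the quasi-binomial model. No position (0 of 623) was past an adjusted p of 0.05. At an unadjusted p under 0.05 there were 66 positions, 59 lower and 7 higher in depleted libraries, and limma gave 0 past the threshold with 57 unadjusted. Without control replicate 3, 3 positions were past the threshold. Fisher's exact test on calls pooled per group, which does not use the spread between libraries, gave 131.

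Of 117 Xi islands tested, 2 were past the threshold, both lower in depleted libraries, and 25 had an unadjusted p under 0.05, all lower. limma gave 0 (17 unadjusted) and Fisher's exact test on pooled calls gave 59. The count depended on single libraries: it was 15 without depleted replicate 2 and 0 without control replicate 1, control replicate 2, control replicate 3 or depleted replicate 1. In 97 of the 117 islands (82.9%) the depleted mean was lower. The libraries of the groups did not overlap in 42 islands (35.9%), 40 of them lower in the depleted libraries. The mean of that share over all 10 labellings was 19.3%, but another labelling reached 36.8%, so the share alone does not set the true labels apart.

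The island at Tsc22d3 (X, 140598661 to 140600575, exon and UTR, start site within 1 kb, 851 to 1022 castaneus calls) fell from 43.6% ± 3.81 (SD, n = 3) to 24.4% ± 6.35 (SD, n = 2) mC, a difference of -19.2 points (quasi-binomial model with limma moderation, adjusted p = 0.0333). Its adjusted p ranged from 1.94e-06 to 0.223 over 15 alternatives, past the threshold in 8 of them and lower in all 15. Its domesticus mC was 0.545 to 0.856% per library. The island at Syap1 (X, 162888147 to 162888703, exon and UTR, start site within 1 kb, 260 to 423 castaneus calls) fell from 65.6% ± 3.22 (SD, n = 3) to 43.1% ± 0.0151 (SD, n = 2), a difference of -22.5 points (same model, adjusted p = 0.0401). Its adjusted p ranged from 0.0295 to 0.290, past the threshold in 8 of 15 alternatives and lower in all 15. Without control replicate 1, 2 or 3 or depleted replicate 1, neither island was past the threshold, with adjusted p-values of 0.179, 0.223, 0.143 and 0.102 for Tsc22d3 and 0.179, 0.207, 0.143 and 0.109 for Syap1. Syap1 had 0 domesticus calls, so the Xa was not measured there. Neither island had a further copy in the reference at 80% identity.

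**Figure D2:**
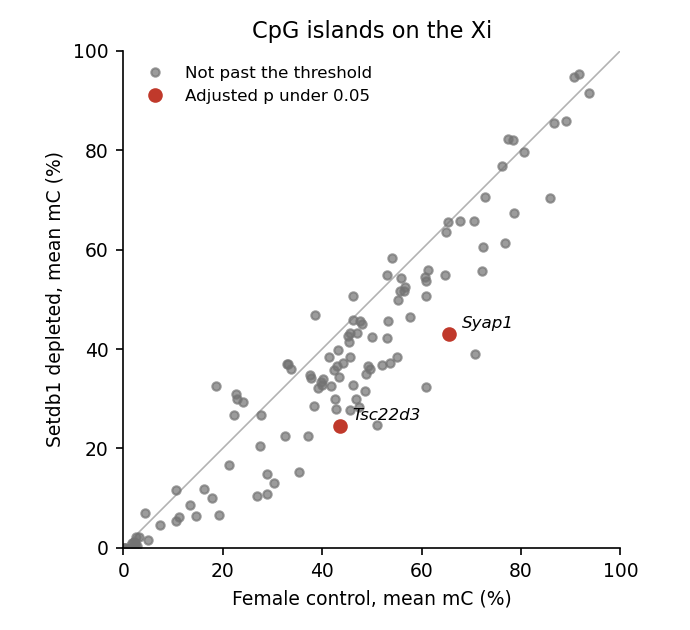
Mean mC (%) of each of 117 Xi islands in Female control (horizontal) and Setdb1 depleted (vertical) libraries, with the line of equality. The depleted mean was lower in 97 islands, and the 2 islands past the threshold, Tsc22d3 and Syap1, are coloured.

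The same test was run on the other chromosomes as background. On the Xa, 0 of 113 islands were past the threshold by the quasi-binomial model, with 3 unadjusted, 0 by limma and 15 by Fisher's exact test on pooled calls. On the castaneus autosomes 4 of 7187 islands were past it, all lower in depleted libraries, with 187 unadjusted (121 lower and 66 higher), 0 by limma and 469 by Fisher's exact test. The count was 13 without control replicate 3 and 2 without depleted replicate 1 or depleted replicate 2. On the domesticus autosomes 0 of 6873 islands were past it, with 162 unadjusted (120 lower and 42 higher), 0 by limma and 447 by Fisher's exact test. That count was 7 without control replicate 1, 10 without control replicate 2 and 3 without control replicate 3. The share of islands whose libraries did not overlap was 14.2% on the Xa, 14.5% on the castaneus and 13.8% on the domesticus autosomes, against means over all 10 labellings of 14.5%, 13.37% and 13.48%. The highest share in another labelling was 16.8% on the Xa, 14.04% on the castaneus and 14.48% on the domesticus autosomes. Only the castaneus autosomal share was thus above every other labelling, by a small margin.

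The 4 autosomal castaneus islands are named because they are few, after their values were seen. Cdkn1c (chromosome 7, 143459056 to 143461477, exon and UTR) fell from 16.7% ± 1.71 (SD, n = 3) to 1.17% ± 0.0894 (SD, n = 2), with an adjusted p of 1.45e-05 (quasi-binomial model), and had no further copy in the reference. Disp3 (chromosome 4, 148271443 to 148272130, exonic) fell from 22.8% ± 0.822 (SD, n = 3) to 10.2% ± 1.66 (SD, n = 2), with an adjusted p of 0.0103, and had 1 copy outside the chromosomes at 98.4% identity. It was past the threshold in 10 of 15 alternatives (adjusted p from 2.59e-10 to 0.888) and lost the call without control replicate 2 (0.0569), depleted replicate 1 (0.507) or depleted replicate 2 (0.114). Both remaining islands lie on chromosome 12. Like the island at Disp3, these islands are uncertain, because they have further copies and it was not tested where their reads came from. That at 1700030C10Rik (20815180 to 20816016, exonic) fell from 16.1% ± 3.47 (SD, n = 3) to 1.34% ± 0.158 (SD, n = 2), with an adjusted p of 1.45e-05, and had 40 copies on chromosome 12 at 80% identity or more and 0 at 90%. It was past the threshold in 13 of 15 alternatives, but with a stable castaneus share the difference was -5.88 points with an adjusted p of 1. That at Gm48667 (20196367 to 20197474, exonic) fell from 3.98% ± 0.772 (SD, n = 3) to 1.05% ± 0.224 (SD, n = 2), with an adjusted p of 0.0329, and had 2 copies at up to 96.96% identity. It was past the threshold in 8 of 15 alternatives (adjusted p from 4.46e-09 to 0.691) and lost the call without control replicate 2 (0.246), depleted replicate 1 (0.569) or depleted replicate 2 (0.278). The castaneus share of calls differed by 30.2 points among libraries at 1700030C10Rik and by 23.2 points at Gm48667.

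As a set, the 117 Xi islands had a median difference of -0.44 on the log2((mC + 0.5)/(C + 0.5)) scale, against -0.06 for 7187 autosomal castaneus islands. A self-contained test of the set, fry in limma, gave p = 0.0530 (two-sided, lower), and an exact permutation test of the library labels on the mean over these islands gave p = 0.1, the smallest possible. Among the removals of single libraries the fry value was highest without depleted replicate 1, at 0.161, and under 0.05 only without depleted replicate 2, at 0.0295. It was 0.150, 0.119 and 0.145 without control replicates 1, 2 and 3. With islands over 20% mC alone it was 0.0480 and with a stable castaneus share 0.0455. By camera, the competitive test in limma with a preset correlation, the p was 2.82e-06, which did not hold with the correlation estimated from the libraries (0.119, p = 0.171). Most autosomal islands had little mC: with islands over 20% mC alone the medians were -0.407 on the Xi (92 islands) and -0.148 on autosomes (383 islands), with a camera p of 0.000658 (0.233 with the estimated correlation).

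Along the width of the Xi islands, the depleted mean was lower in 10 of 10 equal bins of 32 to 81 positions, by -1.12 to -8.15 points, and the libraries of the groups did not overlap in 6 bins. On the Xa the bins differed by -0.847 to 0.747 points, and the libraries did not overlap in 4 bins, 3 lower and 1 higher in depleted libraries. These profiles were not tested.

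**Figure D3:**
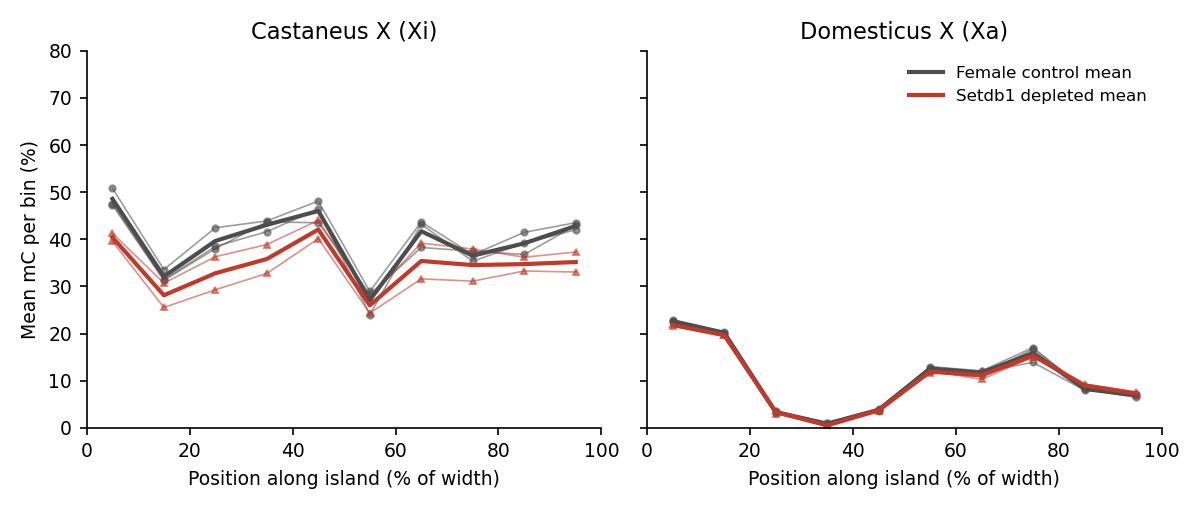
Mean mC (%) in 10 equal bins of relative island width, on the Xi (left) and the Xa (right). Thin lines with markers are libraries and thick lines are group means. The Xi depleted mean is below the control mean in all 10 bins.

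Among the other named X genes, the islands at Rhox6 (X, 37826913 to 37827155, 173 to 305 calls) and Rhox9 (X, 37901622 to 37901864, 38 to 78 calls) are identical over their 243 bp, so reads from either can be placed at the other and the values are uncertain. Rhox6 was read only on the domesticus allele, with 89.4% ± 6.23 (SD, n = 3) mC in controls and 94.0% ± 0.311 (SD, n = 2) in depleted libraries. Rhox9 was read only on the castaneus allele, with 95.3% ± 4.42 (SD, n = 3) and 95.6% ± 0.816 (SD, n = 2). The islands at Kdm6a (X, 18161959 to 18163568) and Ddx3x (X, 13280834 to 13282108) had at most 1.54% mC in any library on either allele, and that at Eif2s3x (X, 94212661 to 94213312), read only on the domesticus allele, at most 0.254%. A stretch of 129 bp of the Eif2s3x island has an identical copy on the X, so that value is uncertain. At Ddx3x a count of 0 in the shallowest domesticus library of 83 calls allowed up to 3.61%. Kdm5c, Xist and Rhox13 had few calls and Pbdc1 none. The island of Setdb1 itself (chromosome 3, 95356817 to 95357319, exon and UTR) had 0.632% ± 0.936 (SD, n = 3) domesticus mC in controls and 2.15% ± 1.16 (SD, n = 2) in depleted libraries, and 0.222% ± 0.385 (SD, n = 3) and 1.29% ± 1.82 (SD, n = 2) on the castaneus allele, with overlapping libraries on both. A stretch of 367 bp of it has a copy on chromosome 3 at 99.7% identity.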

Values the study reported

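The study considered CpGs covered by more than 20 reads. On the Xi, 18 CpG islands were reported with significantly less mC after Setdb1 depletion when every CpG of an island was counted. A slight decrease was also reported at autosomal islands with over 20% mC.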

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

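The settings limited to reads passing the sequencer's filter, to positions with a stable castaneus share of calls or with a share between 25 and 75%, and the first version of the model, were chosen after the results had been seen. Over 12 differences in mC and 197 alternatives, 184 kept their direction and 13 reversed. A label permutation of 3 and 2 libraries cannot pass 0.05, so only directions and counts bear on stability.

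The Xi island difference was negative in all 16 alternatives. It was -6.39 points at a minimum of 5 calls, -4.24 at 40 calls, -0.52 on the log2 scale and -3.43 for castaneus shares between 25 and 75%, and ranged from -7.66 to -3.05 when single libraries were left out. The last is without depleted replicate 1. The change in Xi minus Xa ranged from -6.53 without depleted replicate 2 to -2.28 without depleted replicate 1, and its libraries overlapped with pooled calls (-2.92), a stable share (-3.03) and shares between 25 and 75% (-3.42). Xi minus Xa itself ranged from 29.8 to 31.9 points when single libraries were left out, and from 9.84 (40 calls) to 38.3 (stricter islands) among the other settings in points. The fall at methylated autosomal islands stayed negative in all 19 alternatives on each allele, with ranges of -2.44 to -1.16 (castaneus) and -2.32 to -0.858 points (domesticus) when single libraries were left out. The smaller falls were without depleted replicate 1 (castaneus) and depleted replicate 2 (domesticus). Xi mC outside islands ranged from -1.13 to -0.431 points when single libraries were left out, the latter without control replicate 2, and was -1.40 points with the stricter islands.

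Reversals were found where the difference was small. The Xa islands reversed on the log2 scale (0.0501), ranged from -0.296 to -0.202 points when single libraries were left out, and were -0.798 points with pooled calls and -0.0972 points with a stable share. The autosomal islands reversed on the log2 scale as well, to 0.0138 (castaneus) and 0.0421 (domesticus), and ranged from -0.162 to -0.123 and from -0.170 to -0.123 points with single libraries left out. At islands this low in mC the log2 value depends on the number of calls, so these log2 reversals need not be reversals of mC. Xa mC outside islands reversed at a minimum of 10 calls (0.0507), with pooled calls (0.0428), with shares between 25 and 75% (0.0217) and without control replicate 2 (0.0119), and was -0.948 points at 40 calls. With single libraries left out it ranged from -0.352 to 0.0119. Autosomal mC outside islands reversed without control replicate 3 (-0.0514 castaneus, -0.0395 domesticus) and without depleted replicate 2 (-0.157 and -0.0682), and ranged from -0.157 to 0.534 and from -0.0682 to 0.475 points with single libraries left out. The cause was not tested.

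Counts of islands depended most on the test. Xi islands past the threshold were 0 with limma, 59 with Fisher's exact test, 0 with positions over 20 calls alone (fewer islands tested), 4 with reads passing the sequencer's filter, 3 with at least 10 calls and 3 in the first version. When single libraries were left out they ranged from 0 to 15, with 15 without depleted replicate 2 and 0 without each of the others. Xi positions were 131 with Fisher's exact test and ranged from 0 to 3, with 3 without control replicate 3. Xa islands were 15 with Fisher's exact test, 2 in the first version and 0 whichever single library was left out. Castaneus autosomal islands were 0 with limma, 469 with Fisher's exact test, 75 in the first version, 2 with positions over 20 calls and 1 with a stable share, and ranged from 2 (without depleted replicate 1 or 2) to 13 (without control replicate 3). Domesticus autosomal islands were 447 with Fisher's exact test, 74 in the first version, 2 with positions over 20 calls and 2 with a stable share, and ranged from 0 to 10, with 7, 10 and 3 without control replicates 1, 2 and 3. Fisher's exact test ignores the spread between libraries, and the first version called unchanged islands in simulated calls. For the remaining changes the cause was not tested.

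For the set of Xi islands, fry gave 0.0480 with islands over 20% mC alone and 0.0455 with a stable share, both past 0.05, and ranged from 0.0295 (without depleted replicate 2) to 0.161 (without depleted replicate 1) when single libraries were left out. camera with a preset correlation ranged from 1.89e-08 to 0.0217 and with an estimated correlation from 0.115 to 0.401 when single libraries were left out.

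The groups share replicate numbers 1 and 2, but the numbers do not pair the samples: deviations of same-numbered libraries from their group means correlated at -0.0338 and 0.0135 (domesticus) and -0.0107 and 0.0321 (castaneus). With the replicate block the Xi island difference was -5.84 points, autosomal mC outside islands was -0.0636 (castaneus) and -0.0615 (domesticus), 0 Xi islands, 30 castaneus and 3 domesticus autosomal islands were past the threshold, and fry gave 0.350. These are not evidence of a weaker effect. At the depth of the libraries, 84.5% of changed Xi positions were recovered in simulated calls with no extra spread and 44.0% at the largest spread. The simulated change was larger than the mean Xi change in the libraries, so these shares do not apply to changes of that size. Depth itself was not varied.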

Other observations

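The tests of maternal reads assigned to castaneus, of exchanged X activity, of level-matched autosomes and of island copies were chosen after the results had been seen. Those of maternal haplotypes, linkage to the gene trap, selection, a library-wide shift and loss of the castaneus X were planned. The values used for the shift, outside islands, at autosomal islands and at methylated islands, were chosen later.

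The lower island mC on the Xi after depletion was set against technical explanations. A library-wide shift, such as incomplete conversion, would move the castaneus autosomes of the same libraries by a similar amount. Autosomal islands are too low in mC to show a fall of that size. Incomplete conversion in controls would add false mC at these islands, however. On the castaneus allele they held only 2.50% mC in controls and 2.36% in depleted libraries, which argues against it. Outside islands, at 59.0% in controls, the castaneus autosomes moved by 0.181 points (-0.157 to 0.534 with single libraries left out). Loss of the castaneus X would lower its share of X calls, which was 1.15 points higher in depleted libraries (exact permutation p = 0.7). Maternal reads assigned to castaneus were not excluded. Over positions with a stable castaneus share the Xi island difference was -4.87 points without overlap of the libraries. That filter still lets the share differ by up to 20 points. It also keeps islands such as Syap1, where a share of 100% in every library cannot show mixing. At shares between 25 and 75% the difference was -3.43 points, and there depleted replicate 2 lay within 1 control SD of the control mean. A larger share of cells with the castaneus X active and the domesticus X inactive would raise the Xa islands, and those moved by -0.240 points. Cells with both X chromosomes active were not tested for and stay open.

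Whether the fall belongs to the X cannot be told apart from a fall at all island positions of intermediate methylation. Castaneus autosomal positions weighted to the Xi levels fell by 1.94 points, from 37.9% ± 0.516 (SD, n = 3) to 35.9% ± 0.0283 (SD, n = 2), with no overlap. Xi minus matched autosomes moved by -3.36 points (two-sided exact permutation test, p = 0.1, the smallest possible), from 3.32, 1.58 and 1.56 in the controls to -3.64 and 1.22 in the depleted libraries, so it rests on depleted replicate 1. An X-specific effect may exist but is not established by 2 depleted libraries. A biological effect of Setdb1 stays open, and the gene trap and the hairpin cannot be separated in this design.

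The fall at methylated autosomal islands may owe part of its size to how the positions were chosen. It was -3.00 points on the castaneus allele when chosen on the control mean and -0.761 points on the depleted mean. The second value is negative, but the libraries overlapped, and selection therefore stays open.

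Differences between 129 and C57 maternal haplotypes would add spread on the domesticus allele. Outside islands the spread between libraries was larger on the domesticus allele on 15 of 19 autosomes, but in islands on 7 of 19, and the ratio of mean spreads was 1.05 outside islands and 1.00 inside. This leaves a haplotype contribution open. A haplotype linked to the gene trap would raise differences near Setdb1 on the domesticus allele. Within 20 Mb of it 2.73% of domesticus positions had an unadjusted p under 0.05, against 2.33% elsewhere, and 25 of 112 windows of that width were as high. On the castaneus allele the share was 1.70% near Setdb1 and 2.40% elsewhere, and 100 of 112 windows were as high. An excess on the domesticus allele alone is the direction that linkage would give. Since many other windows were as high, linkage stays open.

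Reads from copies of an island elsewhere could produce the falls at 1700030C10Rik, Gm48667 and Disp3, since 3 of these 3 islands had a further copy in the reference, and it was not tested where their reads came from. At 1700030C10Rik the domesticus allele fell as well, from 14.3, 11.5 and 27.8% to 0.861 and 0.778%, and so did that of Disp3, from 9.57, 6.91 and 13.4% to 4.00 and 4.18%. That of Gm48667 overlapped, with 7.41, 4.52 and 1.15% in controls and 1.77 and 1.64% in depleted libraries. For Cdkn1c near-identical copies in the reference were not the source, as 0 were found. Its castaneus value fell from 16.7% to 1.17% while its domesticus value was 2.82, 2.92 and 1.52% in controls and 1.63 and 0.958% in depleted libraries. Its adjusted p ranged from 7.40e-34 to 0.615 over 15 alternatives, past the threshold in 13. No other explanation was tested for it.

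The other labellings of the 5 libraries gave 0 Xi islands past the threshold in each of 9, against 2 with the true labels, and at most 14 at an unadjusted p under 0.05, against 25. For Xi positions another labelling gave up to 4 past the threshold against 0 with the true labels, and at most 56 at the unadjusted level against 66. With 10 labellings chance cannot be excluded. For castaneus autosomal islands another labelling gave up to 3 past the threshold against 4, and at the unadjusted level 186 against 187. Of these 121 were lower with the true labels, against at most 67 lower in another labelling, and 120 against at most 60 on the domesticus allele. In the opposite direction, however, another labelling gave 136 higher islands on the castaneus and 125 on the domesticus allele, so an excess in a single direction was not particular to the true labels.

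The count of Xi islands with reduced mC here was 2 after adjustment, which is lower than the value quoted from the study above, and 25 at an unadjusted p under 0.05, which is higher. The methods of the study state no adjustment for its island test. The islands, the test and its unit of replication differ as well, and which of these accounts for the difference was not tested.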
